A study of Mus musculus with 12 samples. Its data were reported in "Induction of Expandable Tissue-Specific Stem/Progenitor Cells through Transient Expression of YAP/TAZ" (2016).

How the data were processed

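Gene expression was measured on Affymetrix mouse arrays in 12 samples from mouse pancreas, which the labels place in 3 groups of 4: freshly isolated acini (Acini), organoids grown from native duct fragments (Ducts), and organoids grown from acinar cells in which YAP had been switched on for a limited time with doxycycline and which were later grown without it (yDucts). Organoids are 3-dimensional cultures in Matrigel. Total RNA was converted to biotin-labelled cRNA and hybridised to 1 array per sample. The 4 arrays of a group carry the letters A to D. The labels and the paper describe the arrays as separate biological samples. Whether these came from different animals, isolations or cultures is not given in the sources used here, so the p-values measure the spread between these arrays, part of which may be technical.

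The authors deposited log2 expression values, 1 per probe set and array, rounded to 2 decimals. The submitters' processing notes name RMA, which corrects the background of each array, gives all arrays the same distribution of probe intensities by quantile normalization, and summarises the probes of a probe set by median polish. Its version, the chip definition used and any filter are not given in the sources used here. Because quantile normalization removes any overall difference in RNA content, each value is relative to the other genes on its array. The medians of the deposited values nevertheless differed, from 4.59 on average in Acini to 4.38 in Ducts and 4.37 in yDucts, for a reason not given in the sources used here. Whether RMA was run on all 12 arrays together is not given in the sources used here either. If the Acini arrays were normalized apart, the differences against Acini hold that difference too. The table held 45101 probe sets, of which 64 are control probe sets. Gene symbols came from the platform annotation: 34958 probe sets had 1 symbol, 932 had several and 9211 had none. The Entrez identifier of 34754 of them matched the RefSeq table of assembly GRCm38.p6, and 0 symbols needed an update.

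A gene was represented by a probe set with exactly 1 symbol. Of several probe sets of a gene, the one with the highest mean over all 12 arrays was taken, without regard to group. Of 104 called pairs of a named gene and a comparison with another probe set above the 30th percentile, 12 had one moving the opposite way, 1 of them by 2-fold or more. This gave 18194 genes. Genes whose probe set lay above the 30th percentile of its array on at least 4 arrays were tested, which left 14991. Differences between groups were tested with limma (version 3.58.1, R 4.3.3) by a group-means model over all 12 arrays with 3 contrasts, moderated variances (9 residual and 3.72 prior degrees of freedom) and Benjamini-Hochberg adjustment. All tests were two-sided, a gene was called at an adjusted p under 0.05, and every p given for a gene is this adjusted p. Differences are log2 with the standard error (SE) of the model, and group levels are the mean ± SD of 4 arrays. Where a group's mean lay below the 30th percentile of its arrays, each value under the percentile of its array was raised to it before the mean was taken, and the fold is given as "at least", because such a probe set has only an upper limit. A mean just above the percentile keeps its fold, which is then little better known. The number of arrays limits the precision. The deposited values carry no detection calls.

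Before the data were examined, 24 gene lists were fixed: marker genes named in the study, acinar enzymes, acinar transcription factors, endoplasmic reticulum (ER) and secretory genes, duct markers, pancreatic progenitor genes, YAP targets, Hippo pathway components, proliferation, Wnt response, Notch pathway, interferon response, injury and REG genes, gastric and intestinal genes, cholesterol synthesis, glycolysis, integrins and basement membrane, amino acid metabolism, markers of endocrine, immune, stromal, endothelial, and blood or fat cells, and immediate early and heat shock genes that mark tissue handling. Members that had no tested probe set were not analysed here. Lists were tested with camera (limma, preset correlation 0.01), which asks whether the members shift more than the other genes, with Benjamini-Hochberg adjustment over all 72 list tests. The tests were repeated with an estimated correlation. They were also run with fry (limma), with the same adjustment. It asks whether the members shift at all, without setting them against the other genes. A list is said to pass by camera with the preset correlation unless another test is named. The genes named were also set by a rule fixed beforehand: for each comparison, the 8 largest increases and the 8 largest decreases among called genes whose groups did not overlap, the markers named in the study with Yap1 and Wwtr1, and up to 4 members of each list with the largest differences. Genes named outside this rule are pointed out as such.

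The distance between groups was the mean Euclidean distance between their arrays over all tested genes, with an exact permutation test (upper tail) over the 35 splits of 8 arrays into 4 and 4. The position of yDucts between Acini (0) and Ducts (1) was the median over genes called and at least 2-fold different between Acini and Ducts. These genes were chosen on one pair of Acini and Ducts replicates and measured on the other pair, and the result was averaged over both ways. The overlap of the comparisons against Acini, which share the Acini arrays, was set against 100 simulated pairs of unchanged groups and was recomputed with the Acini arrays divided between the comparisons. The gene and list tests were tested on simulated data with 200 changed genes among 14991. With 4 arrays per group, 53.2% of genes changed by a log2 of 1 were recovered for Ducts against Acini, 55.2% for yDucts against Acini and 55.2% for yDucts against Ducts. For a log2 of 2 the shares were 92.4%, 90.6% and 94.6%, and 4.99%, 5.63% and 5.07% of the calls were false. These shares hold for 200 changed genes. In the real data 11355 genes were called for Ducts and 11424 for yDucts against Acini. With so many calls the adjustment is less strict, so the shares do not describe the comparisons with Acini.

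The alternatives tried were other scalings (quantile normalization of the probe set values, centring each array on its median, cyclic loess), no filter or a filter at the 50th percentile, the mean of all probe sets or the one with the largest interquartile range, fits with only the 8 arrays compared, trended and robust variances, array weights, the replicate letter as a block, stricter thresholds, and leaving out each array in turn. Cyclic loess, raising low values to the 30th or 50th percentile, leaving out pairs of Ducts arrays, testing the lists under the other scalings, leaving out Acini or Ducts arrays for the position and most alternatives for the overlap were chosen after seeing the data. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.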

Results

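The series compares the transcriptomes of pancreatic acini, the enzyme-secreting units of the exocrine pancreas, with those of native ductal organoids (Ducts) and of organoids obtained from acinar cells after a pulse of YAP, the transcriptional effector of the Hippo pathway (yDucts). It asks how far yDucts had moved from their parental acinar tissue and how close they lay to native ductal organoids. There were 4 arrays per group, and all 12 had similar brightest values, from 14.755 (log2) on average in Acini to 14.775 in Ducts. The Acini arrays differed from the organoid arrays in their low range. Their 30th percentile was 3.72 ± 0.06 (SD, n = 4), against 3.21 ± 0.02 in Ducts and 3.20 ± 0.01 in yDucts, and their interquartile range was 2.64 ± 0.13 against 3.89 ± 0.03 and 3.95 ± 0.02. The control probe sets of Gapdh read 1.53 ± 0.29 higher at the 3′ end than at the 5′ end on the Acini arrays, -0.04 ± 0.04 on the Ducts arrays and -0.15 ± 0.02 on the yDucts arrays. Those of Actb differed by 1.91 ± 0.37, 0.73 ± 0.07 and 0.54 ± 0.07.

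The first comparison, native ductal organoids against acini, sets out which genes separate these organoids from acini. Acini came from tissue and both organoid groups from culture. Cell state and culture therefore cannot be told apart in either comparison with Acini. Digestive enzyme genes were far lower in the organoids, though not all of them fell to background. Cpb1, which encodes the protease carboxypeptidase B1, went from 14.53 ± 0.01 in Acini to 2.48 ± 0.20 in Ducts (SD, n = 4), at least 2552-fold lower, and the carboxypeptidase gene Cpa1 fell by 11.31 ± 0.13 (log2 ± SE, adjusted p = 1.14e-15), from 14.59 ± 0.02, near the brightest values of the arrays, to 3.28 ± 0.16, near background. The elastase gene Cela1 was 429-fold lower and stayed above background in Ducts (5.70 ± 1.07). In the opposite direction, Krt7, a keratin of simple ductal epithelia, was 138-fold higher in Ducts (7.11 ± 0.23, adjusted p = 4.15e-11), and Krt19, the keratin used to mark ducts, was 26.9-fold higher (4.75 ± 0.39). Among the largest gains were Vnn1, which encodes a pantetheinase (8.29 ± 0.39, 312-fold), Tspan8, a tetraspanin of epithelial membranes (at least 249-fold), Gsta4, a glutathione transferase (186-fold), Cxcl5, a chemokine that attracts neutrophils (at least 120-fold), and Msln, the surface glycoprotein mesothelin (160-fold). Cxcl5 read 12.44, 13.11, 8.57 and 8.37 on Ducts A to D. Its fitted difference was 7.40, against 6.80, 6.57, 8.09 and 8.15 without Ducts A, B, C and D, 9.55 without Ducts C and D and 5.25 without Ducts A and B.

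The acinar programme was lower as a whole. All 24 measured acinar enzyme genes were lower in Ducts (median difference -10.19, or -10.13 with genes below background in Ducts at their lower limit, adjusted p = 4.19e-24), including the elastase gene Cela2a (at least 2300-fold), the lipase-related Pnliprp1 (at least 2176-fold) and the ribonuclease gene Rnase1 (at least 2427-fold). The amylase gene Amy1 was at least 129-fold lower. Of 10 acinar transcription factors, 9 were lower and 1 was not called (adjusted p = 1.66e-06): Ptf1a, which specifies acinar cells, was at least 127-fold lower, Nr5a2, a nuclear receptor that sustains acinar gene expression, 93.5-fold, Bhlha15, which organises the secretory apparatus, 75.6-fold, and Rbpjl, the acinar partner of Ptf1a, 59.6-fold. These 2 lists held with an estimated correlation. Of 30 ER and secretory genes, 8 were higher, 10 lower and 12 not called (adjusted p = 0.196), and the list passed the test under quantile normalization (4 higher, 18 lower, adjusted p = 0.0219), under cyclic loess (4 and 21, 0.000601) and without Ducts C and D (0.00117), the range over all alternatives reaching 0.955. The pancreas-enriched disulfide isomerase gene Pdia2 was 1598-fold lower. Trypsinogen and REG genes such as Prss3 and Reg2 belong to families of similar sequence, whose probe sets may not tell members apart.

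Ductal, YAP and Hippo genes were higher in Ducts. Of 28 duct markers, 20 were higher and 2 lower (median 2.23, adjusted p = 0.000381, but adjusted p = 0.443 with an estimated correlation). Under cyclic loess 14 duct markers were higher and 5 lower (median 1.31, adjusted p = 0.000262). Of 22 YAP targets, 17 were higher and 2 lower (median 1.78, adjusted p = 0.0119, and adjusted p = 0.237 with an estimated correlation). Under cyclic loess 14 YAP targets were higher and 3 lower (median 0.73, adjusted p = 0.00341), and under quantile normalization their median was 0.98. The matrix-associated protein gene Ccn2, also known as Ctgf, was 34.8-fold higher (5.12 ± 0.35), the ferlin gene Myof 20.2-fold and the ankyrin repeat gene Ankrd1 18.2-fold. Of 21 Hippo components, 16 were higher and 1 lower (adjusted p = 0.00166, and adjusted p = 0.443 with an estimated correlation), with 12 and 4 under quantile normalization (0.0128) and 11 and 5 under cyclic loess (0.0254). Among them Wwtr1, which encodes TAZ, was 5.49-fold higher (2.46, against 1.58 under quantile normalization, 1.35 under cyclic loess and 1.71 with the mean of its probe sets). Yap1 itself was 2.17-fold higher (1.12 ± 0.14, adjusted p = 9.91e-06), a call that depended on the scaling: its difference was 0.24 (adjusted p = 0.143) under quantile normalization and -0.01 (adjusted p = 0.977, the highest over all alternatives, the lowest being 2.25e-06) under cyclic loess. Of the 15 measured marker genes that the study names for any of its tissues, 9 were higher, 5 lower and 1 not called, and since the study chose these genes itself, the count is not independent evidence. Among them, the paper names Nes for neural stem cells and Axl for mammary cells, not for pancreas. Amylase, which the paper names without a gene number, entered as Amy1. The adhesion receptor gene Cd44 was 51.0-fold higher, the cyclin gene Ccnd1 19.2-fold, the Notch target Hes1 4.27-fold (2.10, and 0.98 under cyclic loess) and the growth regulator Myc 4.08-fold (2.03, and 0.91 under cyclic loess), whereas Nes, which encodes the intermediate filament nestin, was lower (-2.58). The differences of Cd44 and Ccnd1 were 5.67 and 4.26, and 4.58 and 3.19 under cyclic loess. Those of Ccn2, Krt19 and Nes were 4.03, 3.69 and -3.57 under cyclic loess.

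Calls for several ductal and progenitor markers depended on the probe set, the scaling, the array weights or the arrays left out. Sox9, a transcription factor of ducts and progenitors, did not pass (0.56 ± 0.36, adjusted p = 0.167). It did without Ducts D (0.84, adjusted p = 0.0405), with another choice of probe set (1.99) and without Ducts C and D (1.24), but its difference was -0.25 under quantile normalization, -0.35 under cyclic loess and -0.12 without Ducts A and B, with adjusted p from 0.00106 to 0.887 over the alternatives. Pdx1, a pancreatic progenitor factor, was 2.08-fold higher (adjusted p = 0.00168), with adjusted p from 3.54e-05 to 0.280, the latter under cyclic loess, and its other probe set differed by -0.03. Under quantile normalization Pdx1 lost its call as well (0.57, adjusted p = 0.0958). The carbonic anhydrase gene Car2 was 10.9-fold higher (3.45 ± 1.05, adjusted p = 0.00921), with a wide spread among the Ducts arrays (8.76 ± 2.91), and its adjusted p ran from 1.07e-06 to 0.245, the latter with array weights. Its difference lay between 2.44 (without Ducts B) and 4.36 (without Ducts D) with any 1 Ducts array left out, and was 5.93 without Ducts C and D and 0.97 without Ducts A and B (adjusted p = 0.0538).

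Other gene groups also separated Ducts from Acini. Of 16 glycolysis genes, 14 were higher and 2 not called (adjusted p = 0.000231, and adjusted p = 0.442 with an estimated correlation), among them the pyruvate kinase gene Pkm (17.1-fold) and the hexokinase gene Hk2 (10.4-fold). Of 15 cholesterol synthesis genes, 11 were higher and 1 lower (adjusted p = 0.0247, and adjusted p = 0.738 with an estimated correlation), led by the sterol oxidase gene Msmo1 (22.4-fold) and the demethylase gene Cyp51 (15.8-fold). Without Ducts A and B that list no longer passed (adjusted p = 0.139, in a range from 0.00203). Of 18 integrin and basement membrane genes, 13 were higher and 2 lower (adjusted p = 0.0967, and 0.0196 without Ducts C and D, in a range up to 0.575). Under cyclic loess 7 of them were higher and 4 lower. The remaining lists had members moving both ways and did not pass: 29 proliferation genes with 7 higher and 2 lower (adjusted p = 0.882), 15 Wnt response genes with 8 and 3 (0.558), 13 Notch genes with 5 and 5 (0.956), 17 progenitor genes with 8 and 6 (0.957), 17 injury and REG genes with 7 and 6 (0.475), 19 gastric and intestinal genes with 4 and 6 (0.418), 19 amino acid genes with 6 and 7 (0.203) and 23 interferon genes with 4 and 11 (0.0967). The proliferation list had 6 higher and 7 lower under quantile normalization, and the same counts under cyclic loess. With fry the integrin (adjusted p = 4.9e-05), Wnt (6.38e-06) and Notch (0.03005) lists passed upwards. The study's markers (8.4e-08) and the progenitor (2.15e-06), injury and REG (1.39e-07), amino acid (3.07e-05) and ER (0.000202) lists passed downwards. The proliferation (0.130), gastric and intestinal (0.303) and interferon (0.0867) lists did not pass with fry. The interferon list passed without Ducts B (0.0467) or Ducts C (0.0312), in a range up to 0.767. The amino acid list passed under cyclic loess (0.0250) and without Ducts C and D (0.0138), in a range up to 0.834. In the injury and REG list the genes of the secreted REG lectins Reg2 and Reg3a were 902-fold and 397-fold lower while Cxcl5 was higher, and in the amino acid list the creatine synthesis gene Gatm was 276-fold lower.

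Markers of other cell types were lower in the organoids as well. All 4 measured blood and fat genes, all 14 endothelial genes, 17 of 18 stromal genes, 13 of 14 endocrine genes and 13 of 16 immune genes were lower in Ducts (adjusted p = 0.000734, 4.94e-07, 5.1e-08, 8.77e-06 and 4.82e-05). All but the immune list (adjusted p = 0.0502) stayed under 0.05 with an estimated correlation. The insulin gene Ins2 was 151-fold lower, the collagen-binding proteoglycan gene Dcn 177-fold, the endothelial gene Plvap 42.1-fold and the fatty acid binding protein gene Fabp4 at least 176-fold. Of 19 immediate early and heat shock genes, 14 were lower and 2 higher (adjusted p = 0.000183, and adjusted p = 0.106 with an estimated correlation), with the FOS family gene Fosb at least 93.2-fold lower and Jun at -4.39.

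In all, 6395 genes were higher and 4960 lower in Ducts than in Acini among 14991 tested (limma), 4758 and 2689 of them by at least 2-fold, and the groups did not overlap for 9666 genes (64.5%, against 2.86% by chance). Adjusted over the list alone, the list counts were the same except for the ER genes (7 higher, 9 lower) and the proliferation genes (6 and 1). The balance of directions differed between scalings and filters. Under the deposited values, where the median difference of all genes was 0.20, 56.3% of calls were higher, against 44.4% (4297 higher, 5380 lower) under quantile normalization, when that median was -0.15, 41.3% (3863 and 5493) under cyclic loess and 63.7% (7048 and 4019) with each array centred on its median. The share was 67.7% with a filter at the 50th percentile and 47.1% (6417 and 7196) without a filter. With the mean of all probe sets of a gene the differences were smaller for Tspan8 (4.18), Dcn (-4.14), Nr5a2 (-4.38), Bhlha15 (-3.94), Rbpjl (-3.75), Myof (1.92) and Msmo1 (2.44). They were also smaller for Fabp4 (-4.74), Cd44 (4.51), Cyp51 (2.85) and Nes (-1.83). The lists called here and below kept their directions under all 3 other scalings. Of the 4960 lower genes, 1360 (27.4%) had an Acini mean below the median of the Acini arrays, in the range where these arrays read higher than the organoid arrays. Mean, median and camera direction differed in sign for the study's markers and the progenitor, Notch and injury lists.

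**Figure D1:**
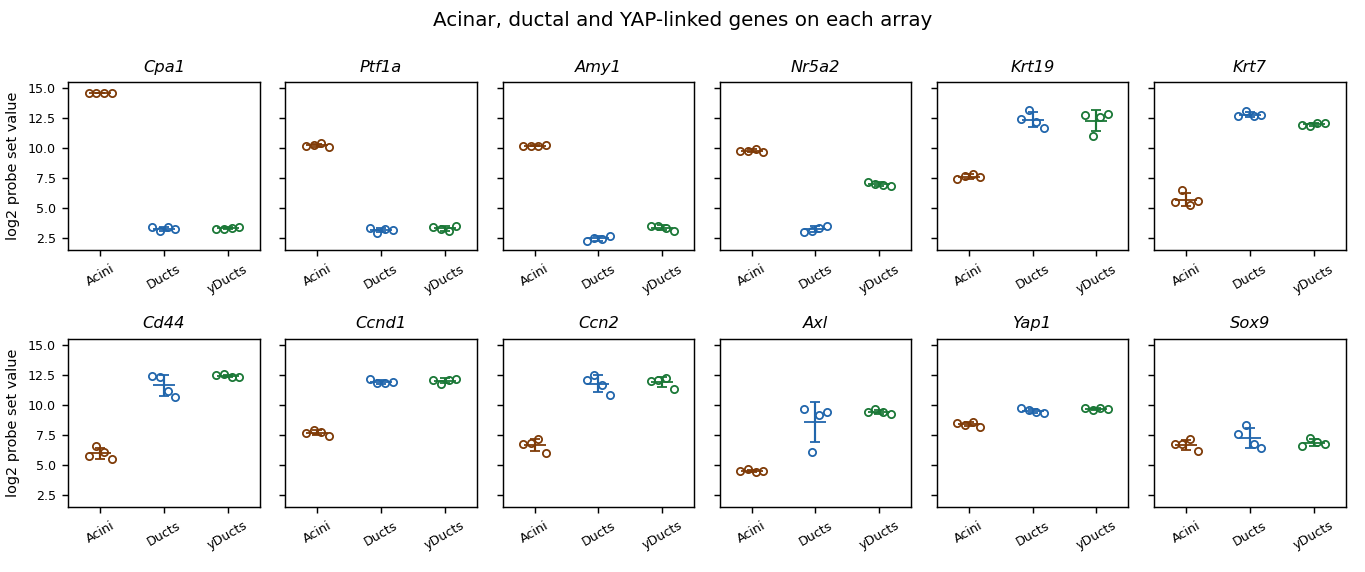
Expression (log2, vertical axis) of 12 marker genes on each of the 12 arrays, with points for arrays and bars for the mean ± SD of 4 arrays per group. Cpa1 goes from 14.59 in Acini to 3.28 in Ducts and 3.31 in yDucts, and Krt19 from 7.63 to 12.38 and 12.29.

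The second comparison, yDucts against acini, measures how far the YAP-induced organoids had left their tissue of origin. Digestive enzymes again led the losses: Cpb1 was at least 2579-fold, Cela2a at least 2324-fold lower, and Cpa1 fell by 11.29 ± 0.13 (n = 4 per group). Ptf1a was 121-fold and Amy1 117-fold lower, both near background in yDucts (3.32 and 3.35). Among the largest gains were Lcn2, which encodes the siderophore-binding lipocalin 2 (8.60 ± 1.21, 389-fold), Cxcl5 (at least 256-fold), Tspan8 (at least 267-fold), the tight junction gene Cldn2 (274-fold), Gsta4 (269-fold) and the water channel gene Aqp5 (161-fold). Krt19 was 25.4-fold higher (4.67 ± 0.39, adjusted p = 3.09e-07), Cd44 88.8-fold, Ccnd1 20.5-fold, Hes1 5.37-fold, Car2 21.4-fold and Myc 3.57-fold. Sox9 did not pass (0.18 ± 0.36, adjusted p = 0.658), except for its probe set with the largest interquartile range (1.49, adjusted p = 0.00722, in a range up to 0.979), and its difference was -0.65 under quantile normalization and -0.73 under cyclic loess.

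The YAP and Hippo genes of yDucts were measured after doxycycline had been withdrawn. Of 22 YAP targets, 18 were higher than in Acini and 3 lower (median 1.99, adjusted p = 0.00608, and adjusted p = 0.189 with an estimated correlation). Under cyclic loess 13 YAP targets were higher and 3 lower (median 1.06), and under quantile normalization their median was 1.35. Ccn2 was 37.9-fold higher, the receptor tyrosine kinase gene Axl 30.8-fold and Myof 17.6-fold. Of 21 Hippo components, 15 were higher and 1 lower (adjusted p = 0.0119, and adjusted p = 0.520 with an estimated correlation), and the list lost its call under quantile normalization (13 higher, 6 lower, 0.0628) and cyclic loess (10 and 7, 0.115), in a range from 0.00105. Wwtr1 was 4.87-fold higher (2.28, against 1.40 under quantile normalization and 1.17 under cyclic loess). Yap1 was 2.45-fold higher (1.29 ± 0.14, adjusted p = 2.63e-06), and its adjusted p ran from 6.72e-07 to 0.304, the latter under cyclic loess, where the difference was 0.17. Pdx1 was 2.39-fold higher, with adjusted p from 1.16e-05 to 0.0777, again highest under cyclic loess.

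All 24 acinar enzyme genes were lower in yDucts (adjusted p = 5.46e-24), as were 9 of 10 acinar transcription factors (adjusted p = 1.66e-06), with Bhlha15 87.9-fold and Rbpjl 65.2-fold lower. Both lists held with an estimated correlation. Of 28 duct markers, 22 were higher and 1 lower (adjusted p = 9.79e-05, and adjusted p = 0.443 with an estimated correlation). Under cyclic loess 17 duct markers were higher and 3 lower (adjusted p = 4.76e-05). Of 30 ER and secretory genes, 5 were higher and 15 lower (adjusted p = 0.0181, and adjusted p = 0.767 with an estimated correlation), with Derl3 and Edem1, which act in the disposal of misfolded ER proteins, 21.6-fold and 11.7-fold lower. Under quantile normalization 4 of the ER and secretory genes were higher and 19 lower, and under cyclic loess 3 and 26. Without a filter on dim probe sets the adjusted p of this list was 0.0853, in a range from 2.31e-05. Of 19 amino acid genes, 4 were higher and 11 lower (adjusted p = 0.0120, and adjusted p = 0.562 with an estimated correlation), with Gatm 355-fold lower. Glycolysis (13 of 16 higher, adjusted p = 0.000483, and adjusted p = 0.443 with an estimated correlation) and cholesterol synthesis (12 of 15 higher, adjusted p = 0.0173, and adjusted p = 0.711 with an estimated correlation) were higher, with the aldolase gene Aldoc 13.1-fold and the sterol transporter gene Stard4 12.4-fold higher. Of 29 proliferation genes, 13 were higher and 16 not called (adjusted p = 0.176), with the replication helicase genes Mcm4 and Mcm6 11.5-fold and 8.18-fold higher. That list passed under quantile normalization (0.0384), under cyclic loess (0.0199), without the filter (0.0333) and without yDucts B (0.00694), in a range up to 0.884.

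Of the study's own 15 marker genes 9 were higher, 5 lower and 1 not called, which again is not independent evidence. Markers of the other cell types were lower in yDucts, with all 14 endothelial, all 4 blood and fat, 16 of 18 stromal, 13 of 14 endocrine and 13 of 16 immune genes lower (adjusted p = 6.57e-07, 0.000751, 7.34e-07, 2.08e-05 and 2.62e-05). These 5 lists held with an estimated correlation. Ins2 was 134-fold, Dcn 170-fold and the collagen gene Col1a2 39.8-fold lower. Of 19 immediate early and heat shock genes, 13 were lower and 3 higher (adjusted p = 0.000601, and adjusted p = 0.146 with an estimated correlation). The Wnt (8 higher, 4 lower), Notch (6 and 5), progenitor (8 and 5), injury and REG (8 and 4), gastric and intestinal (5 and 6), interferon (4 and 9) and integrin (12 and 2) lists did not pass the test, and mean, median and camera direction differed in sign for the progenitor, Notch and injury lists. With fry the Wnt (adjusted p = 5.18e-06), Notch (0.000253), integrin (4.16e-05) and proliferation (0.00901) lists passed upwards. The study's markers (2.48e-07) and the progenitor (1.96e-06) and injury and REG (5.83e-06) lists passed downwards. The gastric and intestinal (0.62) and interferon (0.239) lists did not pass with fry. The Notch ligand gene Dll1 was 6.31-fold and the Notch target Nrarp 4.63-fold higher.

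In all, 6534 genes were higher and 4890 lower in yDucts than in Acini, 4872 and 2697 of them by at least 2-fold, and the groups did not overlap for 10745 genes (71.7%, against 2.86% by chance). The median of all genes was 0.24, and 57.2% of the calls were higher, against 45.3% (4415 higher, 5341 lower) under quantile normalization, when that median was -0.15, 42.9% (4063 and 5410) under cyclic loess and 64.8% (7246 and 3941) with each array centred on its median. It was 68.7% with a filter at the 50th percentile and 47.7% (6558 and 7189) without a filter. With the mean of all probe sets of a gene the differences were smaller for Tspan8 (4.18), Dcn (-4.08), Bhlha15 (-3.93), Rbpjl (-3.71), Axl (2.49), Myof (1.84), Col1a2 (-3.32), Aldoc (2.05) and Edem1 (-2.51), and under cyclic loess for Hes1 (1.31), Myc (0.72) and Nrarp (1.26). That mean also gave smaller differences for Cldn2 (6.735), Cd44 (5.30), Mcm6 (2.01), Stard4 (2.85), Wwtr1 (1.42) and Pdx1 (0.66). Cyclic loess did so for Cd44 (5.38), Ccnd1 (3.29), Krt19 (3.62) and Ccn2 (4.16). Adjusted over the list alone, counts differed for the Hippo (15 higher, 2 lower), proliferation (12 higher), immune (2 and 14), interferon (4 and 8), gastric and intestinal (5 and 5) and integrin (13 and 2) lists.

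The differences of Ducts and of yDucts from Acini ran alike across genes. Their correlation was 0.950 (Pearson, 14991 genes, which are not independent replicates), and 5920 genes were higher and 4492 lower in both, while 37 were called in opposite directions. Because both comparisons use the same Acini arrays, part of this arises without any effect: simulated unchanged groups gave a mean correlation of 0.501 (highest 0.542) and 0 shared calls from limma. The covariance was 2.52 against 0.0411 in the simulation, a difference of 2.48. Independent lists of these lengths would share 2787 higher and 1618 lower genes. With Acini A and B used for Ducts and Acini C and D for yDucts, the correlation was 0.917 and 8947 genes were shared, and with the reverse division 0.919 and 8888. Another 906 genes were called for Ducts only and 975 for yDucts only, and 251 of the genes called in exactly one comparison also differed between yDucts and Ducts.

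**Figure D2:**
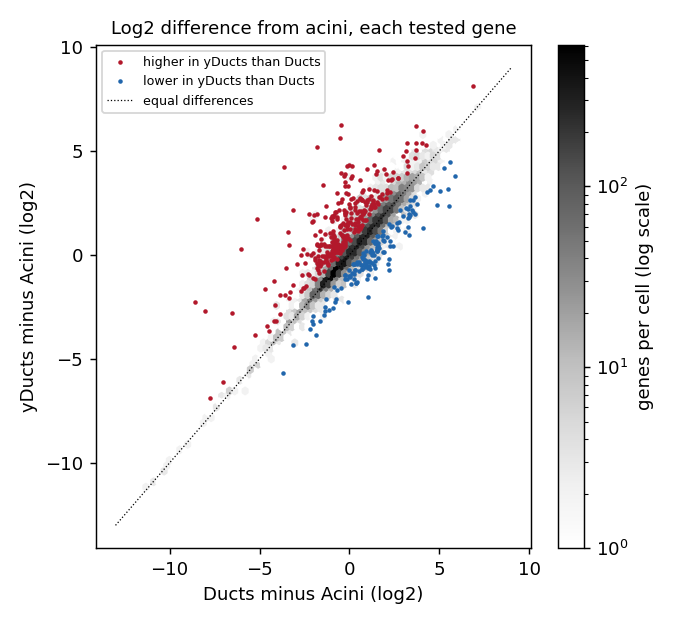
Difference from Acini (log2) for each of 14991 genes, in Ducts on the horizontal and in yDucts on the vertical axis, with shading for the number of genes per cell on a log scale and coloured points for genes called higher or lower in yDucts than in Ducts. Most genes lie near the dotted line of equal differences (correlation 0.950).

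The third comparison, yDucts against Ducts, asks how close the YAP-induced organoids came to native ones. Of the 15 measured markers named in the study, 1 passed, which was Amy1, and its call was lost when values under the 30th percentile were raised to it (0.18, adjusted p = 0.562). Krt19 differed by -0.08 ± 0.39 (adjusted p = 0.992), Cpa1 by 0.03 ± 0.13, Ccnd1 by 0.10 ± 0.15, Ccn2 by 0.12 ± 0.35 and Yap1 by 0.18 ± 0.14 (log2 ± SE, n = 4 per group), and none of these 5 passed the test, although Yap1 did with array weights (0.30, adjusted p = 0.00605, in a range up to 1). Larger differences in Car2 (0.96 ± 1.05, adjusted p = 0.848), Axl (0.84 ± 0.60, adjusted p = 0.650), Cd44 (0.80 ± 0.36, adjusted p = 0.341) and Cela1 (0.60 ± 0.39, adjusted p = 0.608) did not pass either. Car2, Cd44 and Cela1 did with array weights (3.03, 1.27 and 1.09) and without Ducts A and B (3.45, 1.54 and 1.33), and Cela1 without Ducts B (1.07, adjusted p = 0.0236), but without Ducts C and D they were at -1.52, 0.06 and -0.13. With 1 array left out, Car2 lay between 0.06 (without Ducts D) and 1.97 (without Ducts B). Axl rested on Ducts B, without which its difference was 0.0025. Over all alternatives the adjusted p of Car2, Cd44 and Cela1 ran from 0.000214 to 1, from 0.000166 to 0.999 and from 0.000935 to 1. The lowest values came from array weights or from leaving out Ducts A and B, which both rest mostly on the closely alike Ducts C and D. A few genes differed widely. Gdf10, a secreted factor of the BMP family, was at least 212-fold higher in yDucts (adjusted p = 4.3e-09), Ambp, the precursor of a plasma protease inhibitor, 125-fold, and Vim, which encodes the intermediate filament vimentin, 118-fold (10.50 ± 0.67 against 3.62 ± 0.30). The difference of Ambp was 6.97, against 5.57 without Ducts C and D and 8.37 without Ducts A and B. Nr5a2 was 13.4-fold higher (3.74 ± 0.15, adjusted p = 1.92e-08), at a level between Ducts (3.23) and Acini (9.78). Among the lower genes, Gpx2, a glutathione peroxidase of digestive epithelia, was 8.97-fold lower (-3.17 ± 0.43, adjusted p = 0.00137) and the calcium-binding protein gene S100a9 7.77-fold lower (-2.96 ± 0.50, and -2.35 without Ducts B).

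In all, 322 genes were higher and 148 lower in yDucts than in Ducts (limma), 249 and 110 of them by at least 2-fold, and the groups did not overlap for 1838 genes (12.3%, against 2.86% by chance). The other large gains were in Nepn, which encodes the proteoglycan nephrocan (at least 87.0-fold), the REG lectin genes Reg3g (80.3-fold) and Reg1 (80.0-fold), the adhesion gene Tmigd1 (at least 60.7-fold) and the prostaglandin receptor gene Ptger3 (at least 25.4-fold). The genes Mecom, a transcription factor (-3.06), Bcl2l15, of the BCL2 family (-2.82), the protocadherin gene Pcdhb17 (at least 5.30-fold), the glycosyltransferase gene Gcnt1 (-2.56), the tensin gene Tns4 (-2.47) and Rundc3b (-2.40) were lower. The Ducts arrays were less alike than the yDucts arrays, with pairwise correlations across genes of 0.932 to 0.994, against 0.984 to 0.997, and single arrays moved these counts. Without Ducts B there were 548 higher and 290 lower genes, and without Ducts A 232 lower. Without Ducts C there were 176 and 88, without Ducts D 193 higher, without yDucts A 163 and 66, without yDucts C 177 and 79, and without yDucts D 206 and 92. Leaving out Ducts C and D left 159 higher and 162 lower (205 of the 470 calls shared), leaving out Ducts A and B gave 1292 and 888 (443 shared), and array weights gave 3150 and 3033. Ducts C and D had a correlation of 0.994, against 0.9705 for Ducts A and B. Their array weights were 4.37 and 1.72, against 0.399 and 0.288 for Ducts A and B. These last settings therefore rest mostly on Ducts C and D, whose small spread lowers the p-values. Whether Ducts C and D are independent is not known, so calls gained there carry little weight. Gcnt1 and Rundc3b each lost the call when Ducts C, Ducts D or any yDucts array was left out (adjusted p from 0.0513 to 0.0793 and from 0.0749 to 0.133). Their differences stayed between -2.70 and -2.13 and between -2.54 and -1.93. Rundc3b also lost it with any 1 Acini array left out (adjusted p from 0.0553 to 0.0594), at an unchanged difference. Mecom and Tns4 lost it without Ducts C and D (-2.54 and -1.75, adjusted p = 0.0997 and 0.107), and Mecom was at -3.79 without Ducts A. The other probe set of Mecom differed by -0.18. With the mean of all probe sets Mecom was at -1.15, Gcnt1 at -1.53, Ptger3 at 2.78 and Nr5a2 at 2.57. The difference of Rundc3b was -1.05 without Ducts C and D and -3.75 without Ducts A and B. Those of Reg1 and Bcl2l15 were 7.07 and -3.525 without Ducts C and D, and 5.575 and -2.11 without Ducts A and B. Over all alternatives the lowest adjusted p of Gcnt1, Rundc3b, Mecom and Tns4 were 5.7e-05, 1.65e-06, 2.43e-06 and 5.77e-06. The highest of Gcnt1 was 0.141.

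**Figure D3:**
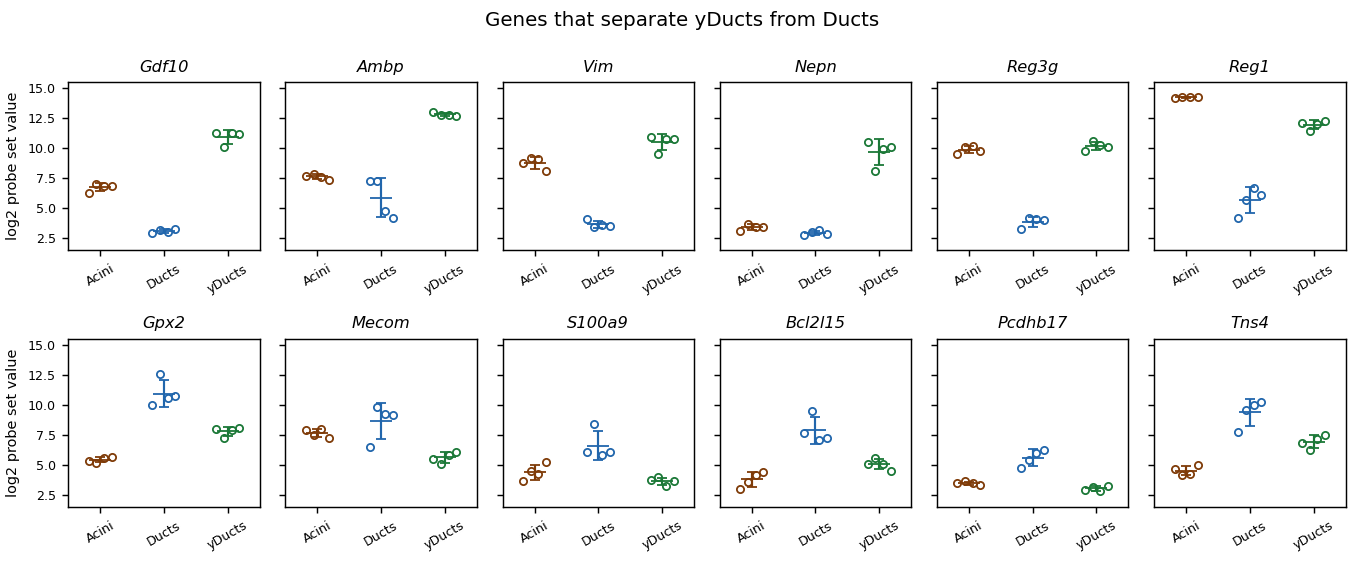
Expression (log2, vertical axis) of 12 genes with large differences between yDucts and Ducts on each array, with points for arrays and bars for the mean ± SD of 4 arrays per group. Gdf10 lies at 3.07 in Ducts and 10.94 in yDucts, Vim at 3.62 and 10.50, and Gpx2 at 10.95 and 7.78.

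By gene groups, few acinar genes were called between yDucts and Ducts. Of the 24 acinar enzymes, 8 lay below background in at least 1 of these groups. A difference near 0 in genes at background cannot show that they were level. Of 24 acinar enzymes, 2 were higher (Reg1, and Amy1, at least 1.10-fold, adjusted p = 0.00459) and 22 not called (adjusted p = 0.268), and of 10 acinar transcription factors, Nr5a2 and Nr0b2 (0.81, adjusted p = 0.0204) were higher and 8 not called (adjusted p = 0.388). Amy1 lay at or near background in both groups. Its difference was 0.18 (adjusted p = 0.562) when values under the 30th percentile were raised to it and -0.01 (adjusted p = 0.995) when values under the 50th percentile were raised to it, against a lowest adjusted p of 7.81e-05 over the alternatives. Nr0b2 lost its call without Ducts C, Ducts D, yDucts A or yDucts C (differences of 0.73 to 0.83, adjusted p from 0.0568 to 0.0855, in a range from 0.000165 to 0.331). The injury and REG list was higher (17 genes, mean 1.33, adjusted p = 0.000262, and adjusted p = 0.0465 with an estimated correlation), with Reg3g as its 1 called member and 5 members adjusted over the list alone. Its other large differences, in Reg3b (3.96, adjusted p = 0.0646), the serum amyloid gene Saa3 (3.32, adjusted p = 0.0899) and the chemokine gene Ccl2 (2.69, adjusted p = 0.122), did not pass. Reg3b passed without Ducts C (4.81, adjusted p = 0.0273) or Ducts D (4.78, adjusted p = 0.0283), Saa3 without yDucts D (4.197, adjusted p = 0.0234) and Ccl2 without Ducts A (3.38, adjusted p = 0.0273) or Ducts B (3.30, adjusted p = 0.0330), in ranges up to 0.152, 0.447 and 0.684. Reg3b was at 2.82 without Ducts A, Saa3 at 2.18 without yDucts B, and Ccl2 at 2.09 without Ducts C and 2.01 without Ducts D. Without Ducts C and D Reg3b was at 6.47 and Ccl2 at 0.76, and without Ducts A and B at 1.43 and 4.63. Without Ducts C and D the list no longer passed (mean 0.63, adjusted p = 0.308), and without Ducts A and B its mean was 2.03.

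In the other lists that passed, 0 members were called by limma. With fry these lists did not pass. The adjusted p was 0.1195 for proliferation, 0.187 for ER, 0.0591 for amino acid and 0.104 for Hippo genes. The injury and REG list passed with fry as well (adjusted p = 0.000125). The 29 proliferation genes shifted up (mean 0.69, 5 higher at an unadjusted p under 0.05, adjusted p = 2.08e-05, and adjusted p = 0.443 with an estimated correlation). Their mean was 1.11 without yDucts B, 0.32 without Ducts C and D (adjusted p = 0.0118) and 1.06 without Ducts A and B. The 30 ER and secretory genes shifted down (mean -0.38, 2 lower unadjusted, adjusted p = 7.22e-05, and adjusted p = 0.531 with an estimated correlation), but not without Ducts C and D, where their mean was 0.11. It was -0.20 without Ducts C, -0.24 without Ducts D and -0.87 without Ducts A and B. The 19 amino acid genes shifted down (mean -0.59, 10 lower unadjusted, adjusted p = 7.22e-05, and adjusted p = 0.332 with an estimated correlation), with 7 lower adjusted over the list alone, among them the cystine transporter gene Slc7a11 (-1.42, adjusted p = 0.0937 over all genes, and 0.000924 without Ducts A, in a range up to 0.463). The 21 Hippo components shifted down (mean -0.26, 4 lower unadjusted, adjusted p = 0.00303, and adjusted p = 0.443 with an estimated correlation). The amino acid and Hippo lists did not pass without Ducts C and D (means -0.22 and -0.08, adjusted p = 0.0746 and 0.383), and their means were -0.96 and -0.44 without Ducts A and B.

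The remaining lists did not pass. With fry the Notch (adjusted p = 0.0128), stroma (0.0306) and blood and fat (0.0128) lists passed upwards. So did the acinar enzyme (0.0061) and acinar transcription factor (0.00437) lists. The study's markers had 1 higher of 15 (adjusted p = 0.0509), the Notch genes 1 of 13, which was Dll1 (1.94, adjusted p = 0.0155; list 0.0507), and the immediate early genes 1 of 19, the transcription factor gene Egr1 (1.93, adjusted p = 0.0386; list 0.0572). Duct markers had 1 higher (Ambp) and 1 lower (the claudin gene Cldn7, 2.51-fold, adjusted p = 0.000176), YAP targets 1 higher (the forkhead gene Foxf2, at least 7.62-fold, and 1.56 with the mean of its probe sets) and 1 lower (the growth arrest gene Gadd45a, -0.88, adjusted p = 0.0437), and progenitor genes 2 lower, Foxa3 (2.84-fold) and Foxa1 (-1.36, adjusted p = 0.0190). The stroma list had Vim as its 1 higher gene of 18, while the secreted protein gene Sparc did not pass (0.56, adjusted p = 0.181). The endocrine list had the glucose transporter gene Slc2a2 (at least 2.45-fold) and the blood and fat list the lipase gene Lpl (at least 1.84-fold), both near background in Ducts. Slc2a2 lost its call with values raised to the 50th percentile (0.21, adjusted p = 0.2999) and without Ducts C and D (1.39, adjusted p = 0.0813), in a range from 2.23e-05. Lpl lost it with the mean of all probe sets (0.52, adjusted p = 0.192) and with values raised to the 50th percentile (0.03, adjusted p = 0.995), in a range from 0.000281. The interferon, gastric and intestinal, and integrin lists had 1 higher gene each, and the Wnt, immune, endothelial, cholesterol and glycolysis lists had 0 by limma (unadjusted 1 higher and 1 lower, 1 lower, 0, 1 higher and 2 lower). Adjusted over the list alone, the counts were larger for the duct markers (1 higher, 3 lower), YAP targets (2 and 2), Notch (4 and 1), immediate early (3 higher), interferon (2 higher) and integrin (2 higher) genes.

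Several of these calls were lost with 1 array left out, at differences of similar size. Dll1 lost its call without yDucts A or yDucts C (1.88 each, adjusted p from 0.0577 to 0.0618), Foxa1 without yDucts A or yDucts D (-1.37 to -1.17, 0.0637 to 0.0664), Gadd45a without any array except Acini B, Acini D, Ducts A and Ducts B (-0.96 to -0.73, 0.0520 to 0.158) and Egr1 without any except Ducts A and Ducts B (1.48 to 2.06, 0.0529 to 0.128). Without Ducts C and D the difference of Egr1 was 0.87 (0.0687) and that of Dll1 1.06, and Foxa3 lost its call (-1.40, adjusted p = 0.0687, in a range from 7.73e-05). Without Ducts A and B that of Egr1 was 2.98. Over all alternatives their adjusted p ran from 1.86e-06 to 0.0618, from 0.000404 to 0.0795, from 0.000213 to 0.335 and from 4.29e-06 to 0.128. Leaving out Ducts B brought 5 further lists under 0.05, the study's markers, duct markers, immediate early, gastric and cholesterol genes (adjusted p = 0.0223, 0.0314, 0.00698, 0.00712 and 0.0245), and leaving out yDucts B brought 4, the study's markers, Notch, immediate early and cholesterol genes (0.0255, 0.0255, 0.0384 and 0.00995). The Notch list passed without Ducts A (0.0244), Acini B (0.0350) or Acini D (0.0403), the study's markers without Ducts A (0.0120), the immediate early genes without yDucts A (0.0420), the interferon genes without Ducts C (0.00951) and the glycolysis genes, downwards, without Ducts D (0.00851). Over all alternatives the adjusted p ran from 0.00162 to 0.851 for the study's markers, from 0.000568 to 0.992 for duct markers, from 0.00698 to 0.443 for immediate early genes, from 0.00712 to 0.986 for gastric genes, from 0.00181 to 0.983 for cholesterol genes, from 0.0244 to 0.254 for Notch genes, up to 0.884 for interferon genes and from 0.000648 to 0.950 for glycolysis genes. Without Ducts C and D the duct markers, cholesterol and integrin genes passed downwards (0.00359, 0.00995 and 0.0263), and so did the glycolysis genes (0.000648). Without Ducts A and B the duct markers, cholesterol genes, study's markers and immediate early genes passed upwards (0.000568, 0.00181, 0.00162 and 0.0101). The study's markers, Notch and immediate early genes also passed without a filter (0.0282, 0.0403 and 0.0319) and under quantile normalization (0.0384, 0.0384 and 0.0388). Under cyclic loess the Notch list passed (0.0443), while the study's markers (0.0594) and the immediate early genes (0.0880) did not. Mean, median and camera direction differed in sign for the acinar transcription factor, progenitor, YAP, Wnt, endocrine, interferon and integrin lists.

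Across the whole transcriptome the organoid groups lay close together and far from acini. The mean distance between Acini and Ducts arrays was 2.70 times the mean distance within those groups, that between Acini and yDucts 3.62 times, and that between Ducts and yDucts 1.41 times. For each pair the real grouping gave the largest excess of the 35 splits (exact permutation p = 0.0286, the smallest that 35 splits can give, and 0.0286 after Benjamini-Hochberg over the 3 pairs). For Ducts and yDucts this rested on all yDucts arrays: the exact permutation p was 0.114, 0.0857, 0.114 and 0.114 without yDucts A, B, C and D. Without Ducts A and B or Ducts C and D it was 0.0667, the smallest that 15 splits can give, as it was for Acini and Ducts. Arrays of Acini and Ducts had a mean correlation across genes of 0.703, those of Acini and yDucts 0.706, and those of Ducts and yDucts 0.957. In average-linkage clustering the first division separated the 4 Acini arrays from the 8 organoid arrays. On the axis from Acini (0) to Ducts (1), yDucts lay at 1.001 ± 0.009 (SD, n = 4), between 0.992 in yDucts D and 1.010 in yDucts C. Genes higher in Ducts gave 1.002 and genes lower in Ducts 1.001, and 6.15% of the genes lay nearer to Acini than to Ducts.

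**Figure D4:**
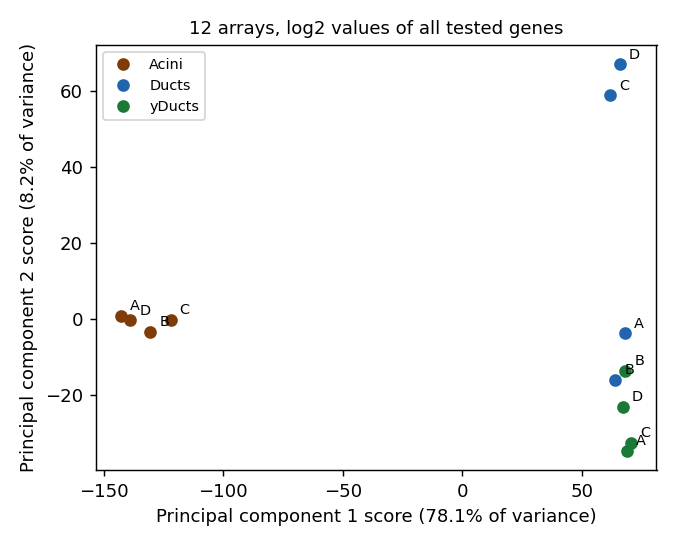
Principal components of the 12 arrays, with the share of variance on each axis (78.1% on the first, 8.2% on the second) and 1 point per array coloured by group. The Acini arrays lie at one end of the first component and the organoid arrays at the other, where Ducts C and Ducts D stand apart on the second component and Ducts A and Ducts B lie near yDucts.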

Values the study reported

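The study reported that whole acini in which YAP was induced turned into ductal organoid structures with an efficiency above 70%. It gave at least 10 passages, or 6 months, for the growth of yDucts after doxycycline was withdrawn.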

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

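The tests of degraded RNA, of a few bright genes taking the signal, of leftover acini and of stromal cells were chosen only after the result was seen, and the splits, the receptor gene test and the test of retained expression before.

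Single arrays stood far from the other 3 of their group for 16 of 297 sets of 4 values, where chance alone gives about 14.8 (1 in 20). Of these, 10 were in yDucts B. In that array Rrm2 read 4.11 against 8.65 to 9.19 in the other yDucts arrays, Gcnt1 2.9 against 4.59 to 4.61, Krt19 11.03 against 12.57 to 12.85, Stard4 7.08 against 8.58 to 8.76, Vim 9.51 against 10.76 to 10.96, Gdf10 10.06 against 11.18 to 11.28, Plvap 3.47 against 3.67 to 3.7 and Pdx1 6.75 against 6.89 to 6.91, whereas Ccl2 (10.63 against 9.49 to 9.6) and Reg3a (3.97 against 3.29 to 3.4) read higher. Ducts B had a low Axl (6.05 against 9.16 to 9.67) and a high S100a9 (8.42 against 5.79 to 6.09), Ducts A a low Reg3g (3.2 against 3.99 to 4.15) and a high Reg2 (4.95 against 4.41 to 4.5), and Ducts C a high Rnase1 (3.33 against 3.11 to 3.13). Cpa1 in Acini B was 14.57, against 14.6 in the other 3 Acini arrays, a gap near the rounding of the values.

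Control probe sets that no comparison uses also differed between groups. The mean log2 value of the bio controls was 12.363 on the Acini arrays, against 9.677 on the Ducts and 9.36 on the yDucts arrays, that of the dap controls 7.592, against 3.385 and 3.202, and that of the cre controls 14.362, against 13.778 and 13.704. The dap controls lay near background on the organoid arrays, whose 30th percentile was 3.21 in Ducts and 3.195 in yDucts. On the Acini arrays they lay far above it (3.72). Whether these controls bear on the higher floor of the Acini arrays was not tested. Whether the Acini arrays were labelled and hybridised with the others is not given in the sources used here. Such a batch and the group cannot be told apart in the comparisons with Acini.

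The Acini arrays had a higher floor and a narrower range than the organoid arrays. A few genes taking most of the signal could not be judged from these values. The share of the 50 brightest probe sets (14.3% in Acini, 8.50% in Ducts) allows a dilution of 0.094 (log2). The interquartile range differed by 1.25. The share was taken from normalized values, and enzyme genes lay near the brightest value of the Acini arrays (Cpa1 at 14.57 to 14.6, against 14.755). Values near such a ceiling can understate the share. Weak labelled target over a raised background is a candidate explanation. For it, 71 olfactory and vomeronasal receptor genes, which a pancreas should not express, were examined. Their median Acini minus Ducts difference was 0.62, with 0.507 to 0.708 over the Acini arrays and -0.005 for yDucts minus Ducts. Genes without expression read the floor itself, whose 30th percentile was 0.51 higher in Acini. Any cause of a higher floor would raise them, so their values cannot single out this explanation. Degraded RNA in the acini is another, since the lowest Acini array exceeded the highest organoid array by 0.7 in the Actb difference between 3′ and 5′ ends. Each Acini array came from tissue and each organoid array from culture, so these stay open beside a difference between tissue and culture, which was not tested.

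Of the 322 genes higher in yDucts than in Ducts, 150 were also higher in Acini than in Ducts, among them Nr5a2, Reg1, Reg3g, Vim and Ptger3. Both comparisons use the Ducts arrays, which raises this overlap. Acini left among the yDucts cells are argued against, because the acinar enzymes had a median yDucts minus Ducts difference of 0.04 (quartiles -0.07 and 0.12), and stromal cells are argued against by a median of 0.055 over 17 stromal genes without Vim (quartiles -0.015 and 0.095). Retained expression of genes of the acinar tissue cannot be told apart from the effect of the shared arrays: with the Ducts arrays divided between the comparisons, the share also higher in Acini was 1.26 times the share among all genes in one division and 0.635 times in the other. Against genes of matched level, a comparison made after these were seen, it was 1.01 and 0.902 times. Whether the origin from acinar cells or the pulse of YAP bears on these genes was not tested.

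In each comparison the real grouping called more genes than any other split of the arrays, which argues against a chance division. The share of 1 in 35 is the lowest that this test can give. Mixed splits of unlike groups also widen the spread within groups, which lowers their counts. The splits cannot separate the group from a culture or batch that its arrays share. For Ducts against Acini the real grouping, which called 11355 genes, was the 1 split of 35 with so many, and the highest other split called 2. For yDucts against Acini it called 11424 genes (1 of 35), and limma called 0 in every other split. For yDucts against Ducts it called 470 genes (1 of 35), and the highest other split called 88.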

How the results depend on the processing

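Cyclic loess, the raised low values, the pairs of Ducts arrays left out, the list tests under other scalings, the position without single Acini or Ducts arrays and the overlap alternatives except the divided Acini arrays and the 2-fold minimum were tests chosen only after the result was seen, and the others were fixed beforehand. Of the 110 called gene differences named here, 92 kept their call and direction under all 27 alternatives, 18 lost the call in at least 1, and 13 uncalled ones passed in at least 1. Of the 33 called lists, 13 kept their call in all 20 settings and 20 lost it in at least 1, 14 uncalled lists passed in at least 1, and 7 uncalled gene differences and 22 uncalled list shifts changed sign in at least 1. The fold of the called genes moved by more than 1.5 times for 72 under cyclic loess, 24 under quantile normalization, 38 with values raised to the 50th percentile, 32 with the mean of all probe sets, 15 without Ducts C and D and 15 without Ducts A and B. The cause was not tested except where fewer genes or arrays entered. The limit for dim genes is the background of the arrays, since no detection calls were used here.

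Under cyclic loess 3863 genes were higher in Ducts and 4063 in yDucts than in Acini, and Yap1 in Ducts against Acini was -0.0052. A filter at the 50th percentile, which tests fewer genes, left 3026 and 2938 lower genes, and a 2-fold minimum 2689 and 2697 lower genes and an overlap of 6649. For yDucts against Ducts, array weights gave 3150 higher and 3033 lower genes, an adjusted p under 0.01 gave 143 and 57, leaving out Ducts C and D 159 higher, and leaving out Ducts A and B 1292 and 888. With an estimated correlation 14 lists passed. Without Ducts C and D some mean list shifts between yDucts and Ducts changed sign. Among them were those of ER (0.1112), duct marker (-0.0668) and cholesterol genes (-0.3327). The mean of the integrin genes, already at -0.095, went to -0.4567, and their camera direction turned from up to down. Over all alternatives the mean of the study's markers between yDucts and Ducts ran from -0.046 to 0.678. Without Ducts C and D the distance ratios were 2.794 for Acini and Ducts and 1.7 for Ducts and yDucts. Without Ducts A and B they were 3.02 and 2.441. The yDucts position was 0.9867 with selection and measurement on all arrays. Reversed single genes were H2-D1 in yDucts against Acini (-2.2525 with the probe set of largest interquartile range), Amy1 in yDucts against Ducts (-0.0075 with values raised to the 50th percentile) and Cd68 in yDucts against Ducts (0.6943 with array weights).

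Leaving out single arrays gave 6196 to 6382 higher and 4635 to 4929 lower genes for Ducts against Acini, 6228 to 6625 and 4524 to 4934 for yDucts against Acini, and 163 (without yDucts A) to 548 (without Ducts B) and 66 (without yDucts A) to 290 (without Ducts B) for yDucts against Ducts. Between 33 and 39 lists passed, the overlap was 9959 to 10377, the distance ratios 2.635 to 2.87, 3.184 to 4.131 and 1.226 to 1.735, and the yDucts position 0.9887 to 1.0118.

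Arrays with the same letter did not deviate together (correlations from -0.35 to 0.134, with 2 of 12 over 0.1), so the letters were not taken as pairs. With the replicate block 6306 and 4872, 6472 and 4794, and 271 and 117 genes were higher and lower in the 3 comparisons. Between yDucts and Ducts, Gcnt1 (adjusted p = 0.0519) and Gadd45a (0.0562) lost their calls, Gbp2 (0.0409) and the Notch list (0.0488) passed, and no other call on a named gene or list changed.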

Other observations

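The tests and genes of this part were chosen only after the result was seen, apart from genes of the naming rule.

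Compared with both other groups, 201 genes were higher and 50 lower in yDucts. For 20 of the 201, the means of Acini and Ducts lay below the 30th percentile of their arrays, and those of yDucts above it. Among these were Nepn (9.65 in yDucts), Tmigd1 (9.14), the forkhead gene Foxf2 (6.21) and the glucose transporter gene Slc2a2 (4.51). Further genes were chosen after their values were seen. They were Cttnbp2, which encodes a cortactin-binding protein (7.16), the thyroxine-binding globulin gene Serpina7 (5.73) and the metalloprotease gene Tll1 (5.72). Chosen likewise were the cytochrome P450 gene Cyp2d26 (5.30), the aldehyde oxidase gene Aox1 (5.29) and the histone deacetylase gene Hdac9 (4.97). So were the fibrinogen gene Fgb (4.40) and the mesenchymal transcription factor gene Twist1 (3.84). Slc2a2 lost its call against Ducts with values raised to the 50th percentile (adjusted p = 0.2999) and without Ducts C and D (0.0813), in a range from 2.23e-05.

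Some proliferation genes varied more between yDucts arrays than the group mean shows. Others varied less, such as Mcm4, which read 8.95, 8.41, 9.01 and 8.90 in yDucts A to D. The spread over the whole list was not tested. The proliferation marker gene Mki67 read 8.12, 3.71, 7.89 and 7.14 in yDucts A to D and 6.09, 7.04, 4.46 and 3.79 in Ducts A to D. Rrm2, a subunit of ribonucleotide reductase, read 9.04, 4.11, 9.19 and 8.65 in yDucts and 7.18, 6.99, 5.01 and 4.29 in Ducts. Rrm2 did not pass between yDucts and Ducts (1.88, adjusted p = 0.454), and did without yDucts B (3.09, adjusted p = 0.0135, in a range from 0.00127 to 0.999), while its difference was 0.66 without Ducts C and D.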
